# TDRD6 mediates early steps of spliceosome maturation in primary spermatocytes

**DOI:** 10.1371/journal.pgen.1006660

**Published:** 2017-03-06

**Authors:** Müge Akpınar, Mathias Lesche, Grigorios Fanourgakis, Jun Fu, Konstantinos Anasstasiadis, Andreas Dahl, Rolf Jessberger

## Abstract

Tudor containing protein 6 (TDRD6) is a male germ line-specific protein essential for chromatoid body (ChB) structure, elongated spermatid development and male fertility. Here we show that in meiotic prophase I spermatocytes TDRD6 interacts with the key protein arginine methyl transferase PRMT5, which supports splicing. TDRD6 also associates with spliceosomal core protein SmB in the absence of RNA and in an arginine methylation dependent manner. In *Tdrd6*^*-/-*^ diplotene spermatocytes PRMT5 association with SmB and arginine dimethylation of SmB are much reduced. TDRD6 deficiency impairs the assembly of spliceosomes, which feature 3.5-fold increased levels of U5 snRNPs. In the nucleus, these deficiencies in spliceosome maturation correlate with decreased numbers of SMN-positive bodies and Cajal bodies involved in nuclear snRNP maturation. Transcriptome analysis of TDRD6-deficient diplotene spermatocytes revealed high numbers of splicing defects such as aberrant usage of intron and exons as well as aberrant representation of splice junctions. Together, this study demonstrates a novel function of TDRD6 in spliceosome maturation and mRNA splicing in prophase I spermatocytes.

## Author summary

Very little is known about splicing and its regulation in germ cells, particularly during meiosis. This paper describes the role of a male germ cell-specific protein, Tudor containing protein 6 (TDRD6), in assembly of the spliceosome in spermatocytes. We show that in prophase I TDRD6 interacts with the key protein methyltransferase of the splicing pathway PRMT5. PRMT5 methylates arginines in substrate proteins. In a methylation dependent manner, TDRD6 also associates with spliceosomal core protein SmB in the absence of RNA, thus before an RNP-type spliceosome has been assembled. In *Tdrd6*^*-/-*^ diplotene spermatocytes PRMT5’s association with SmB and arginine dimethylation of SmB are much reduced. Abrogation of arginine methylation impairs the assembly of spliceosomes and the presence of the spliceosomal RNA U5 is aberrantly increased. These deficiencies in spliceosome maturation correlate with decreased numbers of Cajal bodies and gems involved in later stages, i.e. nuclear snRNP maturation. To reveal functional consequences of these deficiencies, transcriptome analysis of primary spermatocytes showed high numbers of splicing defects such as aberrant usage of intron and exons as well as aberrant representation of splice junctions upon TDRD6 loss. This study reveals a novel function of TDRD6 in spliceosome maturation and mRNA splicing in spermatocytes

## Introduction

Spermatogenesis is essential for the generation of haploid male gametes required for sexual reproduction in higher eukaryotes. Spermatogenesis in mice starts at app. day 6 postpartum (dpp) as spermatogonia undergo mitotic expansion, generate tetraploid cells (4N) during premeiotic S-phase and enter meiosis. Meiosis is composed of two successive nuclear divisions. In the first meiotic division (meiosis I), pairs of homologous chromosomes are segregated and primary spermatocytes are reduced in chromosome content to diploid secondary spermatocytes (2N). These 2N cells then undergo reduction to haploid spermatids (N) in the second meiotic division (meiosis II) through a mitosis-like division segregation of sister chromatids. Meiotic prophase I is by far the longest phase of meiosis, lasting approximately three weeks in most mammals. It is described by four sequential substages, i.e. leptotene, zygotene, pachytene and diplotene. Prophase I features unique chromosome properties and behavior such as the pairing of homologous chromosomes and formation of the synaptonemal complex (SC) in pachytene. The SC consists of two axial elements (AE) that form earlier during leptotene. Each AE–often visualized by staining for protein SYCP3 –supports the two sister chromatids of one homologue. In the diplotene stage, homologues desynapse and remain linked only at the sites of crossing-over/chiasmata which are resolved at metaphase/anaphase (reviewed in [1]). Two successive meiotic divisions follow prophase I to produce haploid spermatids leading to the last stage of spermatogenesis called spermiogenesis; i.e. the process of morphological differentiation of haploid round spermatids to elongated spermatids to motile sperm.

Chromatin compaction during the late steps of spermatogenesis results in silencing of transcription at this stage despite ongoing translation of mRNA. This is enabled through the temporal uncoupling of transcription and translation of mRNA during spermatogenesis [2]. Most mRNA is transcribed at earlier stages, i.e. late prophase I (late pachytene, diplotene) and early spermiogenesis (reviewed in [3]). Direct measurement of *de novo* synthesized RNA during spermatogenesis demonstrates a peak in global transcription in late prophase I, which meets the later demand and provides the mRNA needed at this stage [4–7]. This entails posttranslational regulation and storage of these mRNAs (reviewed in [8, 9]). Germ cells are endowed with special granules involved primarily in posttranscriptional regulation of mRNA. These granules include the fibrous-granular chromatoid body (ChB) type 1 in late prophase I and the single globular ChB type 2 in round spermatids (reviewed in [10, 11]).

The ChBs contain mRNA, miRNA and piRNA as well as proteins functioning in RNA metabolism such as the DEAD-box RNA helicase MVH [12–14]. Tudor domain (TDRD) containing proteins are prominent components of ChBs. The tudor domain is a conserved protein structural motif of ~60 amino acids and was initially found in proteins that associate with nucleic acids [15]. It is characterized by a barrel-like structure composed of anti-parallel ß-sheets forming a hydrophobic pocket surrounded by charged residues that constitute a protein-protein interaction surface [16–19]. A scaffolding function has been suggested for TDRD proteins [20, 21]. Mammalian TDRD proteins contain variable numbers of Tudor domains that are occasionally accompanied by other types of domains. The Tudor domain requires methylated or di-methylated arginines or lysines for binding target proteins. Among the TDRD proteins in male germ cells, TDRD6 is expressed only from mid prophase I spermatocytes onwards and localizes to the ChBs [20, 22, 23]. Mouse TDRD6 encodes 6 Tudor domains and is the homologue of *Drosophila* Tudor protein. It appears first in late pachytene spermatocytes (day 17.5 post partum) in multiple fine filamentous cytoplasmic granules surrounding the nuclei. In round spermatids, the TDRD6 signal appears as a single bright distinct perinuclear dot representing the ChBs. TDRD6 interacts *in vitro* with MVH, MILI and MIWI and loss of TDRD6 results in mis-localization of ChB components MVH and MIWI. In the absence of TDRD6 the ChB architecture is severely impaired and spermiogenesis is arrested at the round-to-elongated spermatid stage. Pre-miRNA and miRNA transcripts are mis-regulated in *Tdrd6*^*-/-*^ testis [22]. Lately we reported the role of TDRD6 in the long 3’ UTR-stimulated pathway of NMD during spermiogenesis [13]. Overall, these findings implicate that TDRD6 functions in distinct RNA pathways during spermatogenesis, but functions in meiosis remained unclear.

Mass spectrometric analysis of potential TDRD6 associated proteins [22] identified PRMT5, a key protein methyl transferase of the splicing pathway. This suggested a role for TDRD6 in the pre-mRNA splicing pathway. The studies reported here revealed a central role for TDRD6 in the regulation of spliceosome maturation and mRNA splicing in spermatogenesis.

The spliceosome is a large and flexible macromolecular machine with more than a hundred RNA and protein components [24]. Small nuclear ribonucleoproteins (snRNPs) constitute the main building blocks of the spliceosome machinery. Different types of spliceosomal snRNPs all contain a set of seven common Sm proteins (SmB/B’, D1, D2, D3, E, F, G), which form a heptameric ring around spliceosomal snRNAs, commonly referred to as U-RNAs due to their high uridine content. The majority of pre-mRNAs is spliced by the major spliceosome, which contains a combination of U1, U2 or U5 or both U4/U6 snRNAs. A small group of introns called ‘ATAC introns’ are spliced by the minor spliceosome containing a combination of U11, U12, U4atac, U6atac or U5 snRNAs. Formation of the heptameric Sm ring and its assembly with individual U-RNAs is catalyzed by the SMN complex in an ATP-dependent manner *in vivo* although this assembly can also take place spontaneously *in vitro* [24–26]. The SMN complex is composed of the Tudor-domain containing protein SMN, seven Gemin proteins (Gemin 2–8) and unrip. The SMN complex cooperates with the PRMT5 “methylosome” complex, which is comprised of WD45/MEP5, pICln and the protein arginine methyltransferase 5 (PRMT5) [27]. SMN-positive snRNP bodies translocate to the nucleus and are further modified to mature. These modifications take place in a non-membraneous nuclear organelle called Cajal body (CB) [28]. CBs are characterized by the accumulation of coilin, a protein essential for CB integrity, as well as scaRNAs, which are small RNA species transcribed by RNA pol III and targeted specifically to CBs as RNPs [29, 30]. After undergoing these multiple steps of maturation, the spliceosomes are ready to act on the primary mRNA transcripts. Very little is known about spliceosome assembly and regulation of splicing in spermatocytes, and the present study reveals a male germ cell-specific pathway of spliceosome assembly.

## Results and discussion

### TDRD6 interacts with PRMT5

A previous mass spectrometric analysis performed in our lab [22] revealed PRMT5 as a putative interactor of TDRD6. PRMT5 catalyzes the symmetrical arginine dimethylation of proteins including SmB [24, 31, 32], one of the core protein components of spliceosomal snRNPs (reviewed in [33, 34]). PRMT5 belongs to a family of protein arginine methyl transferases that are widely expressed and that di-methylate arginine in an either symmetric (sDMA) or asymmetric (aDMA) manner. PRMT5, a so-called type II arginine methyl transferase, generates sDMA marks (recently reviewed in [35]). PRMT5 associates with Sm proteins [24] and PRMT5 deficient somatic cells display splicing defects [36]. Dart5, the Drosophila ortholog of murine PRMT5 is essential for germ cell specification and maintenance [37]. In mice, PRMT5 is dispensable for primordial germ cell specification. Still, PRMT5 regulates gene expression by altering the spliced repertoire of RNAs as it promotes arginine methylation of the Sm proteins in primordial germ cells [38].

To validate the interaction between TDRD6 and PRMT5, we generated a transgenic mouse carrying a Localization and Affinity Purification ‘‘LAP”- tagged TDRD6 BAC construct [39]. The LAP tag contains an EGFP sequence for localization studies and for immunoprecipitation (IP) (S1A Fig). In immunoblots (IB) of total cell extracts from LAP-TDRD6-positive transgenic testes an α-EGFP antibody recognized two bands of 250 kDa (cleaved LAP-TDRD6) and 270 kDa (full-length LAP-TDRD6), indicating that LAP-TDRD6 is processed like the endogenous protein [22] (S1B Fig). Fluorescent microscope analysis of testis sections of adult transgenic mice demonstrated as expected a fibrous and granulated perinuclear EGFP (LAP-TDRD6) signal in primary spermatocytes of stage X-XI sections (S1Ci Fig) and one single lobulated, perinuclear EGFP signal in round spermatids of stage I-II-III sections (S1Cii Fig). The typical structure of wild-type tubules was also maintained (S1C Fig). Motile spermatozoa were observed in the testis of LAP-TDRD6-positive *Tdrd6*^*-/-*^ males from all founders. All LAP-TDRD6-positive *Tdrd6*^*-/-*^ males were fertile. This proves that the LAP-TDRD6 is fully functional as it can rescue the developmental arrest during spermiogenesis and the sterility of *Tdrd6*^*-/-*^ males.

LAP-TDRD6 was immunoprecipitated with an α-EGFP antibody from RIPA extracts of total adult testes and probing the IB for PRMT5 detected the PRMT5 signal (Fig 1A). IB probing of the reverse IP with an α-PRMT5 antibody yielded LAP-TDRD6, confirming the interaction (Fig 1B).

**Fig 1:**
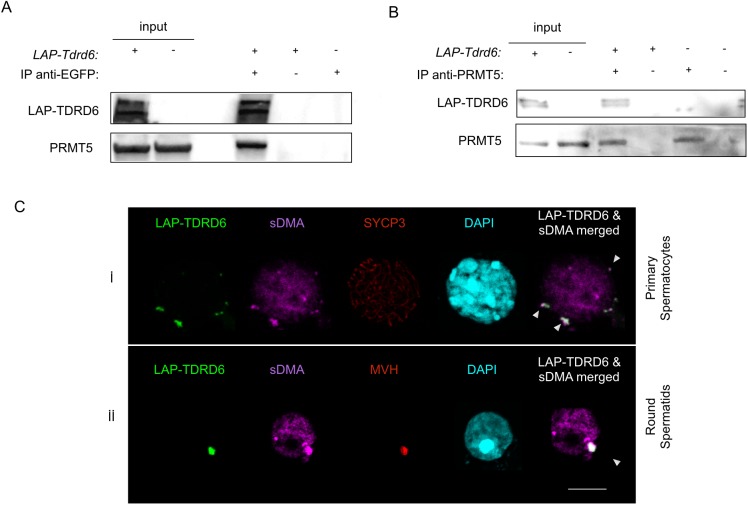
TDRD6 interacts with PRMT5 and it is a hub for symmetrically dimethylated proteins at arginine residues in the cytoplasm of murine male germ cells. **(A)** α-EGFP IgG was used to immunoprecipitate LAP-TDRD6 and **(B)** α-PRMT5 IgG was used to precipitate PRMT5 from total cell extracts of formaldehyde-fixed adult testis cells. Precipitates were separated by SDS-PAGE and protein immunoblot was performed using α-EGFP and α-PRMT5 IgGs. **(C)** Immunofluorescence staining of EGFP-positive adult testis cells with α-SYCP3 (red) or α-MVH (red) and α-SYM (magenta) for sDMA-containing proteins and DAPI (cyan). Cells at different stages of spermatogenesis are indicated. Colocalization of LAP-TDRD6 and sDMA signal is indicated with arrowheads. Scale bar: 5μm.

### TDRD6 interacts with symmetrically dimethylated SmB in the absence of RNA

TDRD6 has 6 Tudor domain [22], which mediate protein-protein interactions by recognizing and binding to symmetrically dimethylated arginine (sDMA) residues generated by methyltransferases like PRMT5 [18]. In primary (pachytene, diplotene) spermatocytes, identified by anti SYCP3 staining, the majority of TDRD6 localizes to filamentous ChB type 1 structures in the perinuclear space (Fig 1C, panel i). In later stages (round, elongated spermatids), the single TDRD6 signal localizes to the ChBs type 2 marked by the MVH signal as reported before [22], which also overlaps with sDMA signals (Fig 1C, panel ii). The lack of sDMA signals in precipitates of LAP-TDRD6 suggests that TDRD6 itself is not symmetrically dimethylated and excludes that the overlap of all TDRD6 with sDMA signal is due to the methylation of TDRD6 itself (S2 Fig). This data is consistent with previous reports showing the association of Tudor domains with proteins carrying sDMA. It appears likely that this interaction contributes also to the architecture of ChBs, which harbor many sDMA-proteins such as MILI, MIWI, UPF1 and UPF2 [12, 13, 22].

The assembly of spliceosomal proteins with U-RNAs is mediated partly through direct interactions between the Tudor domain of SMN and the sDMAs of the spliceosomal proteins SmB, SmD1, SmD3 [16]. We hypothesized that TDRD6 would associate with sDMA-containing spliceosomal core proteins. Staining of LAP-TDRD6 germ cells with α-Y12 antibody recognizing SmB and SmD revealed an overlap between the Y12 and LAP-TDRD6 signals in the nuclear periphery of diplotene cells but not in the TDRD6-positive ChBs in post-meiotic round spermatids (Fig 2A). The absence of Sm proteins in ChB type 2 was also confirmed by our recent proteomic analysis of ChBs in round spermatids [13].

**Fig 2:**
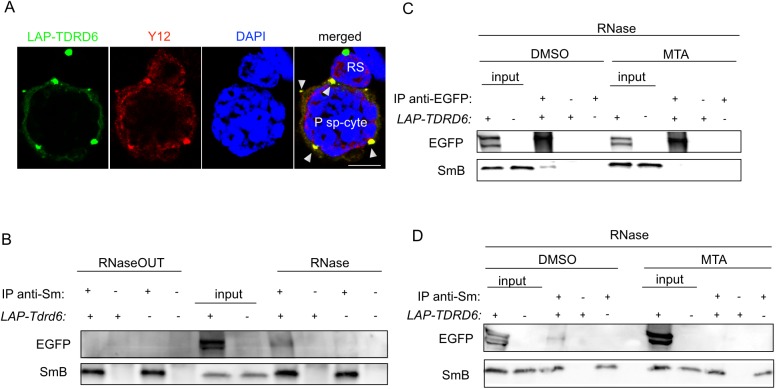
TDRD6 and SmB interact in the perinuclear space of primary spermatocytes in the absence of RNA and in the presence of sDMA. **(A)** Immunofluorescence staining of EGFP-positive adult testis cells with α-Y12 (red) for spliceosomal core proteins and DAPI (blue). Colocalization of LAP-TDRD6 and Sm signals is indicated with arrowheads. P sp-cyte: primary spermatocyte; RS: round spermatid. Scale bar: 5μm. **(B)** α-Y12 IgG was used to immunoprecipitate Sm proteins from total cell extracts of adult testis cells in the presence of RNaseOUT or RNase. Precipitates were separated by SDS-PAGE and immunoblotting was performed using α-EGFP and α-Y12 IgGs. **(C)** α-EGFP or **(D)** α-Y12 IgGs was used to immunoprecipitate LAP-TDRD6 or Sm in the presence of RNAse using total cell extracts of adult testis cells cultured for 16h with MTA or DMSO (control). Precipitates were separated by SDS-PAGE and immunoblotting was performed using α-EGFP and α-Y12 IgGs.

Sm proteins bind to the U-RNAs in spliceosomes and RNA could bridge its interaction with TDRD6. Therefore, we precipitated Sm proteins with α-Y12 IgG both in the absence and presence of RNase from total testes of adult males. We used SmB detected as a 25 kDa band to represent spliceosomal proteins. The interaction was completely lost in the absence of RNase (Fig 2B). Successful degradation of RNA was confirmed by staining of the total RNA extracted from the flow-through of the IP (S3 Fig). The interaction of TDRD6 with Sm proteins exclusively in absence of RNA places TDRD6 upstream of the association of SmB with the SMN complex during spliceosome maturation, i.e. before U RNA binding to the complex.

We then tested whether the sDMA modification mediates the TDRD6-Sm interaction. We inhibited methylation with 5′-deoxy-5′-(methylthio)adenosine (MTA) in total adult testis cultures for 16 h prior to IP. In the presence of MTA the interaction between LAP-TDRD6 and SmB is undetectable as shown by both α-EGFP (Fig 2C) and the reverse α-Y12 IPs (Fig 2D), while the interaction was observed in control-treated cells. To exclude the possibility that the interaction is lost due to apoptosis upon MTA treatment, we analyzed MTA and control-treated cells after 16 h via FACS by staining them for Annexin V and propidium iodide. There was no significant change in the early or late apoptotic and dead cell populations of MTA versus control cells (S4 Fig). Thus, we conclude that TDRD6 requires sDMA to interact with SmB.

Previous studies in our lab revealed that about 20 kDa off the C-terminus of Tdrd6 are removed during the transition from meiosis I to meiosis II [22]. We can speculate that the app. 20 kDa C-terminal region supports the localization of SmB to ChBs. This may explain the restriction of Sm-TDRD6 co-localization to meiotic stages as detected by immunostaining. The eliminated C-terminal fragment does not contain a Tudor domain as the most C-terminal Tudor domain is at position 1630 of the total of 2135 amino acids. Removal of the C-terminal fragment might affect the 3D-structure of the protein and thereby its interactions.

### SmB interaction with PRMT5 is abrogated and sDMA modification of SmB is diminished in TDRD6-deficienct cells

PRMT5 functions in a complex of cofactors determining its substrate specificity [40–42]. Having shown that TDRD6 interacts with both PRMT5 and one of PRMT5’s substrates, SmB, we hypothesized that TDRD6 regulates methylation of SmB by PRMT5 and that the sDMA status of SmB is altered in *Tdrd6*^*-/-*^ cells. Given that the TDRD6 and SmB signals overlap only in diplotene cells (Fig 2A), we isolated diplotene cells to IP SmB and assess its sDMA status by IB.

Diplotene cells were isolated using anti-hCD4 antibody-coupled magnetic beads binding to germ cells expressing hCD4 under control of the endogenous *Tdrd6* promoter from males at 20 dpp [22]. At this time point the juvenile mice showed no difference in development (S5A Fig) and in apoptosis (S5A and S5B Fig) between *Tdrd6*^*+/-*^ or *Tdrd6*^*-/-*^ strains, and cell preparations containing app. 80% diplotene cells were obtained (S5A Fig).

We IPed SmB and observed a strong decrease of 76% (Fig 3B; SD = ±7.1%) in the sDMA signal on SmB in *Tdrd6*^*-/-*^ diplotene cells (Fig 3A). Considering that TDRD6 and PRMT5, TDRD6 and SmB, as well as PRMT5 and SmB interact with each other, TDRD6 may act as a tissue-specific mediator of PRMT5 for SmB methylation in the testis. TDRD6 may bring PRMT5 and SmB in close vicinity to each other and thereby facilitate the methylation. Alternatively, TDRD6 may interact with another cofactor of PRMT5 and load it on the methylosome complex, thereby indirectly controlling its activity. We analyzed the interaction between the enzyme and its substrate. IPs with α-Y12 revealed a complete loss of PRMT5 co-precipitation with SmB in *Tdrd6*^*-/-*^ diplotene cells (Fig 3C).

**Fig 3:**
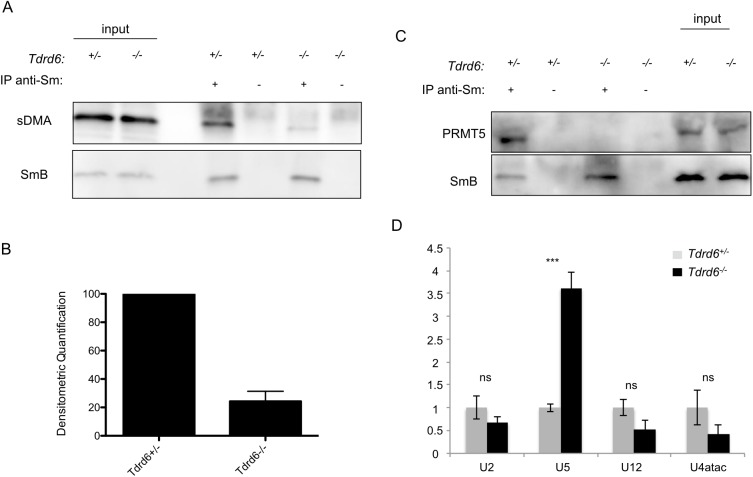
Symmetrical dimethylation of SmB is decreased, its interaction with PRMT5 and the assembly of U snRNPs are impaired in *Tdrd6*^*-/-*^ primary spermatocytes **(A)** α-Y12 IgG was used to immunoprecipitate Sm proteins from total cell extracts of diplotene cells. Precipitates were divided into two and separated by SDS-PAGE in parallel. Immunoblotting was performed using α-Y12 IgG for SmB and α-SYM IgG for sDMA modification. One representative blot of 5 biological repeats is displayed. **(B)** Densitometric quantification of the decrease in sDMA signal on SmB from 5 biological replicates as in (A). **(C)** α-Y12 IgG was used to immunoprecipitate Sm proteins from total cell extracts of formaldehyde-fixed diplotene cells. Precipitates were separated by SDS-PAGE. Western blotting was performed using α-Y12 IgG for SmB and α-PRMT5 IgG. (n = 3 biological replicates) **(D)** RNA immunoprecipitation (RIP) using α-Y12 IgG against Sm proteins, followed by RT-qPCR for U2, U5, U12, U4atac snRNAs. (n = 3 biological replicates, each with 3 technical replicates; *P* = 0.0017 for U5 while *P* > 0.05 for U2, U12 and U4atac)

An sDMA mark, which needs to be generated by another PRMT, is a known prerequisite for binding of PRMT5 to SmD3 [43]. It is unclear which PRMT modifies PRMT5. 

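PRMT9 expression was read from the number of fragments counted on each gene in the sequenced diplotene cells, of which 2 samples were *Tdrd6*+/- and 2 were *Tdrd6*-/-. *Prmt9* lies on chromosome 8 of mm10 from 77549397 to 77581338 on the plus strand and has 5679 bp of annotated exon. Its deposited count was 366 and 344 in the *Tdrd6*+/- samples and 408 and 433 in the *Tdrd6*-/- samples. After TMM normalization and division by exon length this was 2.321 ± 0.125 CPM (counts scaled to a common library size in edgeR) per kb (SD, n = 4 samples), with 2.295 ± 0.192 in *Tdrd6*+/- (SD, n = 2) and 2.346 ± 0.087 in *Tdrd6*-/- (SD, n = 2). The genotypes were not distinguishable (log2 fold change 0.006121, standard error 0.194, adjusted p = 0.994 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). By this measure *Prmt9* ranked 9032 from the top among 19574 genes with at least 10 counts in total. *Prmt5*, measured the same way, exceeded it 9.64 ± 1.26 times (SD, n = 4). Without the length correction the value was 13.18 CPM, which is another unit, and leaving out samples gave 2.284 to 2.374 CPM per kb. The paper names PRMT9 as a further type II PRMT and describes its expression in germ cells as very low.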

PRTM9 would be another type II PRMT with di-methylation activity but is very lowly expressed in germ cells as we observed in our transcriptome data of primary spermatocytes (see below). 

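Expression of *Prmt7* and *Prmt5* was compared in the same 4 samples as fragments counted per kb of annotated exon. *Prmt7* (chromosome 8 of mm10, 106210936 to 106252794, plus strand, 6125 bp of exon) had 4825 and 5338 counts in *Tdrd6*+/- and 6072 and 7262 counts in *Tdrd6*-/- cells. *Prmt5* (chromosome 14, 54507187 to 54517525, minus strand, 3958 bp of exon) had 2105 and 2710 counts in *Tdrd6*+/- and 2750 and 2816 counts in *Tdrd6*-/- cells. Per kb, the ratio of *Prmt7* to *Prmt5* was 1.462 ± 0.163 (SD, n = 4 samples), and *Prmt7* was the higher gene in 4 of 4 samples. The ratio was 1.377 ± 0.147 in *Tdrd6*+/- (SD, n = 2) and 1.547 ± 0.169 in *Tdrd6*-/- (SD, n = 2), a difference within the spread of the samples (exact permutation test, p = 0.67, where the smallest p that 2 against 2 allow is 0.33). Counts without a length correction gave the largest change, to a ratio of 2.262. From the higher expression of PRMT7, the paper proposes that this enzyme functions in these cells.

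**Figure D1:**
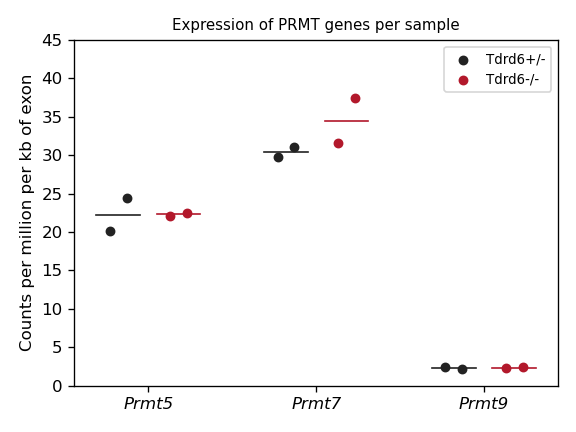
CPM per kb of annotated exon (vertical axis) for *Prmt5*, *Prmt7* and *Prmt9*, with 1 point per sample, black for *Tdrd6*+/-, red for *Tdrd6*-/-, and a line at each genotype's mean. *Prmt7* averages 32.4, *Prmt5* 22.3 and *Prmt9* 2.32 over the 4 samples.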

We detected 3-fold higher expression of PRMT7 than PRMT5 in the transcriptome suggesting that PRMT7 functions in these cells. It is controversial, however, whether PRMT7 only mono-methylates or also di-methylates as has been reported for Sm proteins [43] and other proteins, at least in vitro [44]. Therefore we can only speculate that PRMT7 may account for the remaining methylated pool (24%) of SmB detected in TDRD6-deficient murine testis, and PRMT7 may also be responsible for PRMT5 methylation.

An additional means of contribution by TDRD6 to overall sDMA levels may be protection of sDMA from protein demethylases. While the existence of arginine demethylases is still debated, recent evidence argues in favor of such enzymes [45]. Binding to sDMA on other proteins like PRMT5, TDRD6 may protect sDMA marks. In absence of TDRD6, these sDMA marks–such as those on PRMT5 –may get lost. As a consequence the interaction of PRMT5 with SmB and its methylation by PRMT5 may be affected [43].

### The assembly of spliceosomal snRNPs is impaired upon TDRD6 loss

After methylation, Sm protein sub-complexes are loaded onto the SMN complex, which mediates their assembly with the U-RNAs [46]. In human cells, cytoplasmic snRNP assembly requires the activities of both PRMT5 and PRMT7 [43]. Since the sDMA status of SmB is diminished in *Tdrd6*^*-/-*^ diplotene cells, we hypothesized an impaired assembly of U-snRNPs at this stage. Using the same *Tdrd6*^*+/-*^ and *Tdrd6*^*-/-*^ diplotene stage cell populations, we performed RNA IP with the α-Y12 antibody and compared the levels of selected U-RNAs incorporated into the spliceosomes via real-time RT-PCR. U2 is a component of major spliceosome snRNPs while U12 and U4atac are found in minor spliceosomes. U5 is common in both (reviewed in [33]). We observed a 3.5-fold (SD = ± 0.5, *P* < 0.05) increase in U5 RNA levels in the splicing snRNPs in the absence of TDRD6. There was no significant change in the levels of U2, U12 and U4atac bound to Sm proteins (*P* > 0.05) (Fig 3D). SmB IB of the RNA IPs with α-Y12 IgG confirms the equal pull-down of this protein in both *Tdrd6*^*+/-*^ and *Tdrd6*^*-/-*^ samples (S6 Fig).

This finding together with the requirement for RNA exclusion in SmB-TDRD6 interaction suggests that TDRD6 acts as an assembly factor for at least SmB and either competes with certain snRNAs like U5 for SmB binding or can only bind in an early step of spliceosome maturation prior to RNA binding.

Exclusion of a certain U-RNA by TDRD6 resembles the mode of interaction of pICln with Sm proteins. pICln acts as a chaperone by binding to the small, highly conserved Sm domain that is N-terminal to the methylated RG motifs and responsible for oligomerization and RNA binding of Sm proteins [47]. As elaborated above, TDRD6-SmB binding is likely mediated by Tudor-sDMA interaction. The precise mode and domain requirements for TDRD6-SmB interactions are subject to future studies. We speculate that by binding to SmB at the methylated RG box, TDRD6 may trap sDMA-marked SmB and sterically occlude the assembly with U5. The determinants for this specificity and also for each U-RNA binding to the Sm core are still unknown. U5 may have higher affinity to the Sm core than the other U-RNAs. Alternatively, TDRD6 might suppress a factor responsible for U5 loading on the Sm ring.

### Numbers of both Cajal bodies and SMN-positive nuclear bodies are reduced in *Tdrd6*^*-/-*^ primary spermatocytes

Once the U-snRNP assembly takes place in the cytoplasm, the SMN complex translocates into the nucleus to carry the snRNPs to Cajal Bodies (CBs), where the final steps of spliceosome maturation take place. The rate of spliceosomal snRNP assembly correlates with CB number [48] and SMN depletion results in a decrease in CB abundance [48, 49].

Given the disrupted U-snRNP assembly in *Tdrd6*^*-/-*^ diplotene cells, we hypothesized that formation of both nuclear SMN-positive bodies and CBs would be impaired. Via immunofluorescence staining, we detected a significant decrease by almost 70% in the number of SMN-positive bodies per nucleus (Fig 4B, *p*<0.0001) with a median number of 3 per *Tdrd6*^*+/-*^ nucleus *versus* 1 in *Tdrd6*^*-/-*^ (Fig 4Ai). There were no SMN-positive nuclear bodies detected in round spermatids (Fig 4Aii)

**Fig 4:**
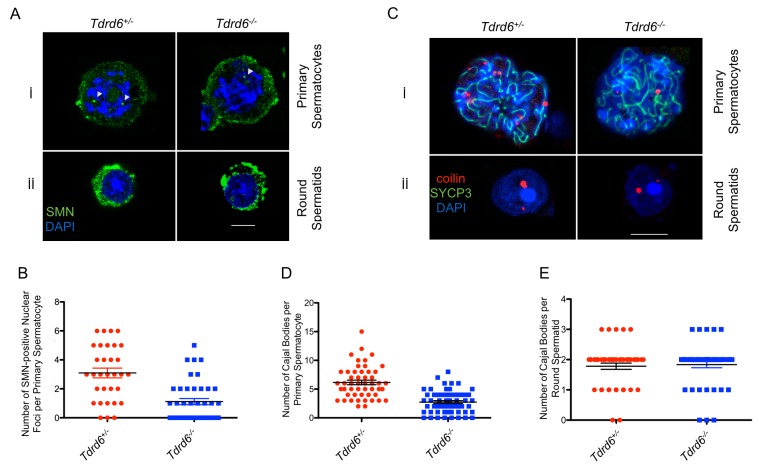
Numbers of SMN-positive nuclear bodies and Cajal bodies (CBs) are diminished upon TDRD6 deficiency. **(A)** Immunofluorescence staining of MACS-isolated hCD4^+^ cells from the testes of *Tdrd6*^*+/-*^ and *Tdrd6*^*-/-*^ littermates with α-SMN (green) and DAPI (blue). Cells at different stages of spermatogenesis are indicated. Scale bar: 5μm **(B)** Quantification of the number of SMN-positive nuclear bodies in primary spermatocytes is presented in a scatter plot. The number of SMN-positive nuclear bodies is reduced by circa 70% upon TDRD6 loss (*P* < 0.0001). (n = 32 for *Tdrd6*^*+/-*^, n = 42 for *Tdrd6*^*-/-*^ derived from 3 different biological replicates) **(C)** Immunofluorescence staining of MACS-isolated hCD4^+^ cells from the testes of *Tdrd6*^*+/-*^ and *Tdrd6*^*-/-*^ littermates with α-coilin (red) and α-SYCP3 IgG (green) and DAPI (blue). Cells at different stages of spermatogenesis are indicated. Scale bar: 5μm **(D)** Quantification of the number of CBs in primary spermatocytes based on the coilin staining in (C) is presented in a scatter plot. The number of CBs is reduced by 50% upon TDRD6 loss (*P* < 0.0001). (n = 50 for *Tdrd6*^*+/-*^, n = 59 for *Tdrd6*^*-/-*^ derived from 4 different biological replicates) **(E)** Quantification of the number of CBs in round spermatids based on the coilin staining in (C) is presented in a scatter plot. The number of CBs did not change upon TDRD6 loss (*P* = 0.7245). (n = 46 for *Tdrd6*^*+/-*^, n = 48 for *Tdrd6*^*-/-*^ from 4 biological replicates)

In *Tdrd6*^*+/-*^ diplotene cells, the number of CBs was reduced by 50% (Fig 4D; *p*<0.0001) with a median number of 6 bodies in *Tdrd6*^*+/-*^ *versus* 3 in *Tdrd6*^*-/-*^ (Fig 4Ci). In round spermatids the median number of CBs in round spermatids remained 2 in both genotypes (Fig 4Cii & 4E; *p* = 0.7245). Higher numbers of both SMN-positive bodies and CBs in meiotic cells correlates with the previous data on the increased mRNA transcription and hence splicing in late prophase I [4].

### TDRD6-deficient primary spermatocytes demonstrate widespread splicing perturbations

Several studies on somatic cells previously revealed improper pre-mRNA splicing upon disruptions at the upstream steps of the spliceosome maturation pathway [50–52]. Our data implicated changes in the snRNP profile of TDRD6-deficient diplotene cells by altering the normal proportion of endogenous snRNPs. Therefore, we hypothesized that TDRD6 deficiency would lead to impaired splicing in diplotene cells.

To test this hypothesis, we performed high-throughput sequencing of total RNA from purified diplotene cells of *Tdrd6*^*+/-*^ and *Tdrd6*^*-/-*^ mice at a depth of 47–51 million paired-end fragments per sample. 

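Diplotene cells were purified at 20 days post partum by magnetic sorting of germ cells that carry human CD4 under the *Tdrd6* promoter, each sample pooling the testes of at least 4 mice. There were 2 *Tdrd6*+/- and 2 *Tdrd6*-/- samples. The authors deposited, for each sample, unnormalized counts of fragments on the numbered introns of each gene, and a second set of counts on genes, exon segments and splice junctions. The second set held 37718 gene rows, of which 940 joined overlapping genes, with 359565 exon segments, 240574 annotated and 5005 unannotated junctions. The intron files held 207562 introns. Introns received 13937818 and 12258600 counts in *Tdrd6*+/- replicates 1 and 2, and 12953528 and 9603669 in *Tdrd6*-/- replicates 1 and 2. In the same order, genes received 26454326, 29253182, 30486157 and 31388750 counts. Replicates of a genotype were separate libraries, since their gene counts differed by far more than sampling noise, with a chi-square of 18.45 per degree of freedom in *Tdrd6*+/- and 16.29 in *Tdrd6*-/-. Across 12347 genes with a mean count of at least 50, Pearson's r of log2 CPM was 0.991 between the *Tdrd6*+/- replicates and 0.9929 between the *Tdrd6*-/- replicates, against 0.9832 to 0.9922 between samples of different genotype. *Tdrd6* itself was counted at 1327 ± 105 CPM in *Tdrd6*+/- (SD, n = 2) and 12.02 ± 0.86 in *Tdrd6*-/- (SD, n = 2), a log2 fold change of -6.812 (standard error 0.170, adjusted p = 8.4e-18 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).

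From these counts, differential usage was computed with the DEXSeq and JunctionSeq models, fitted with the functions of DESeq2. For each feature with at least 10 counts in total, its own count and the count of the rest of its gene were modelled with terms for sample, feature and the interaction of feature and genotype, and the interaction was tested with a likelihood ratio test at a false discovery rate of 0.1. For introns the rest of the gene was the gene's other introns, and for exons and junctions it was the gene's total. A change in usage is therefore relative to the rest of the gene, and a change that affects all introns of a gene alike does not appear. The 2 replicates per genotype leave few degrees of freedom for estimating the spread of each feature. In the tests below, the replicate numbers given in the sample labels do not enter the model unless a replicate block is named.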

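In the deposited files, the fragments tallied by the intron counter, on introns or elsewhere, numbered 45030505 and 45218328 in the *Tdrd6*+/- samples and 47221554 and 43778449 in the *Tdrd6*-/- samples, each fragment being a pair of reads. Of the 37718 gene rows, 26309 had at least 1 count and 19905 had at least 10 counts in total. Shares of reads mapped uniquely are not in the files analysed here.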

After aligning the fragments to mouse reference genome (mm10) with GSNAP and annotating them with Ensembl v75, we acquired over 360 million RNA sequence reads in total with a very high unique mappability of more than 90% for each sample (S7 Fig).

We analyzed the splicing profiles using two different approaches. Differential intron usage analysis was performed via DEXSeq with a false discovery rate (FDR) of 0.1. This analysis revealed 1270 genes (of a total of around 20 k genes with detectable expression) with 1850 mis-regulated introns, i.e. 1.5 mis-regulated introns per gene on average (Fig 5A). 

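Of 207562 deposited introns, 128748 had at least 10 counts in total and a gene with counts on other introns. DESeq2's independent filter kept the 28903 introns with a mean count above 85.4, in 7201 genes. Among these, 560 introns in 455 genes were mis-regulated at a false discovery rate of 0.1, or 1.23 mis-regulated introns per gene. A single mis-regulated intron was found in 368 of the genes, 2 in 74 genes, 3 in 9 genes, 4 in 3 genes and 5 in 1 gene. The absolute log2 fold change of the mis-regulated introns ranged from 0.403 to 2.43, with a median of 0.748. In all 560, both *Tdrd6*-/- samples lay on the same side of both *Tdrd6*+/- samples in the intron's share of the gene's intron counts. The introns were selected in these same samples, so this is not independent evidence.

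With the replicate number as a block in the model (replicate block), 578 introns in 443 genes were mis-regulated, against 560 without it. The labels give replicate numbers but do not state that samples with the same number are paired, so this pairing is an assumption. Across 44784 introns, deviations from the genotype mean had a correlation of 0.052 between samples with the same replicate number. The value of -0.052 between samples with different numbers is its negative by construction, since the deviations of 2 replicates mirror each other. In a setting chosen after seeing the data, introns were measured against the gene's exonic count with separately scaled totals. The count then rose most, to 1472 introns. It was 9 with edgeR's usage test, 1 without *Tdrd6*-/- replicate 2, 3 without *Tdrd6*+/- replicate 1 and 830 without *Tdrd6*-/- replicate 1.

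**Figure D2:**
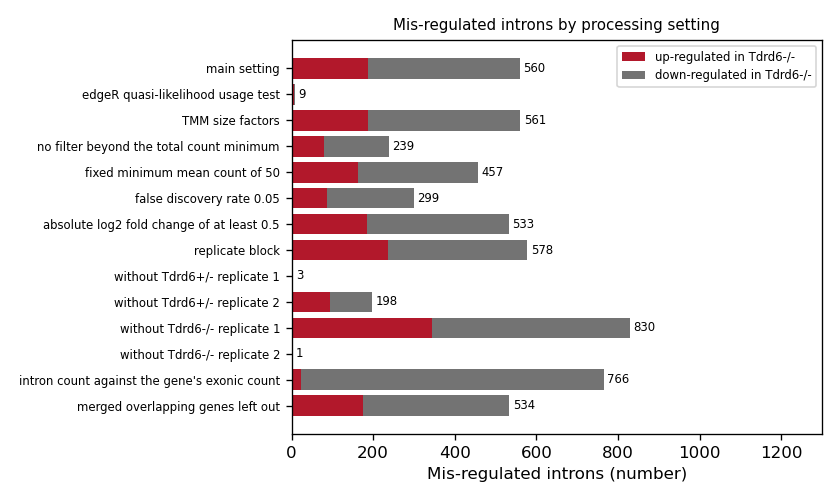
Number of mis-regulated introns (horizontal axis) under the main setting and under each alternative set before the files were available, split into introns up-regulated (red) and down-regulated (gray) in *Tdrd6*-/- samples. The main setting gives 560 introns, and the alternatives range from 1 to 830.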

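Of the 560 mis-regulated introns, 188 had higher usage and 372 lower usage in *Tdrd6*-/- cells. The up-regulated share was 33.6% (Wilson 95% interval 29.8 to 37.6%, p = 6.02e-15 in a binomial test against equal numbers, in which introns are treated as independent). Introns with the smallest adjusted p among those up-regulated were intron 19 of *Nol4l*, intron 1 of *Adam3* and intron 4 of *Trrap*, numbered along the chromosome as in the files. *Nol4l* intron 19 (chromosome 2 of mm10, 153492518 to 153529441, the first intron of this minus-strand gene) rose from 1.672% ± 0.034 (SD, n = 2) of the gene's intron counts in *Tdrd6*+/- to 3.212% ± 0.0040 (SD, n = 2) in *Tdrd6*-/- cells, a log2 fold change of 0.966 (standard error 0.186, adjusted p = 0.000396 from the DESeq2 likelihood ratio test). *Adam3* intron 1 (chromosome 8, 24677392 to 24680706, the last intron of the transcript) rose from 4.491% ± 0.175 to 7.993% ± 1.05 (SD, n = 2 each; adjusted p = 0.000492, DESeq2). *Trrap* intron 4, in a gene on chromosome 5 from 144767732 to 144859778, rose from 35.90% ± 2.88 to 53.14% ± 4.99 (SD, n = 2 each; adjusted p = 0.000878, DESeq2).

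Among the down-regulated introns, intron 22 of *Catsperg1* (chromosome 7, 29211496 to 29213915, the first intron of the transcript) had the smallest adjusted p. It went from 38.13% ± 2.38 in *Tdrd6*+/- to 22.09% ± 1.01 in *Tdrd6*-/- cells (SD, n = 2 each), a log2 fold change of -1.119 (standard error 0.155, adjusted p = 1.65e-08 from the DESeq2 likelihood ratio test). Intron 9 of the RIKEN gene with the Ensembl identifier ENSMUSG00000098090 (chromosome 17, 94763925 to 94766856) went from 12.43% ± 0.34 to 4.625% ± 0.615 (SD, n = 2 each; adjusted p = 2.1e-07, DESeq2). Intron 1 of *Etl4* (chromosome 2, 19910280 to 20116972) went from 11.20% ± 0.26 to 4.983% ± 0.730 (SD, n = 2 each; adjusted p = 2.62e-07, DESeq2). With edgeR's usage test, only the intron of ENSMUSG00000098090 among those named passed the false discovery rate of 0.1 (adjusted p = 0.0433). In that test adjusted p was 0.37 for *Nol4l*, 0.5 for *Adam3*, 0.625 for *Catsperg1* and 0.626 for *Etl4*, and *Trrap* did not pass either. In the fits that left out a sample, the log2 fold changes of the named introns kept their direction. With the replicate block, all the named introns passed, and 236 introns were up-regulated and 342 down-regulated. The direction of the imbalance changed only with edgeR's usage test, under which 55.6% of 9 introns were up-regulated.

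**Figure D3:**
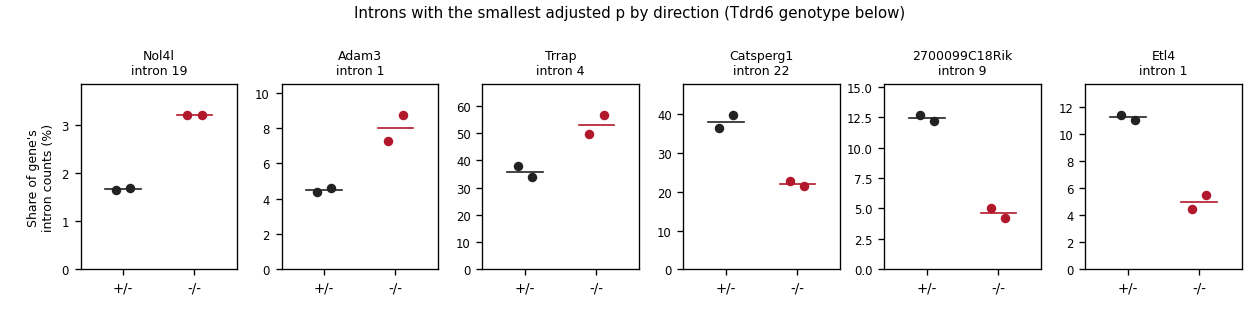
Share of the gene's intron counts taken by each named intron (vertical axis, in %), with 1 point per sample, black for *Tdrd6*+/- and red for *Tdrd6*-/-, and a line at each genotype's mean. The 3 introns on the left are up-regulated and the 3 on the right down-regulated. The points of the genotypes do not overlap in any panel, which the rule for naming introns required.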

More specifically, 824 introns showed up-regulation, i.e. retention, in the *Tdrd6*^*-/-*^ samples, whereas 1026 introns showed significant down-regulation compared to the *Tdrd6*^*+/-*^.

**Fig 5:**
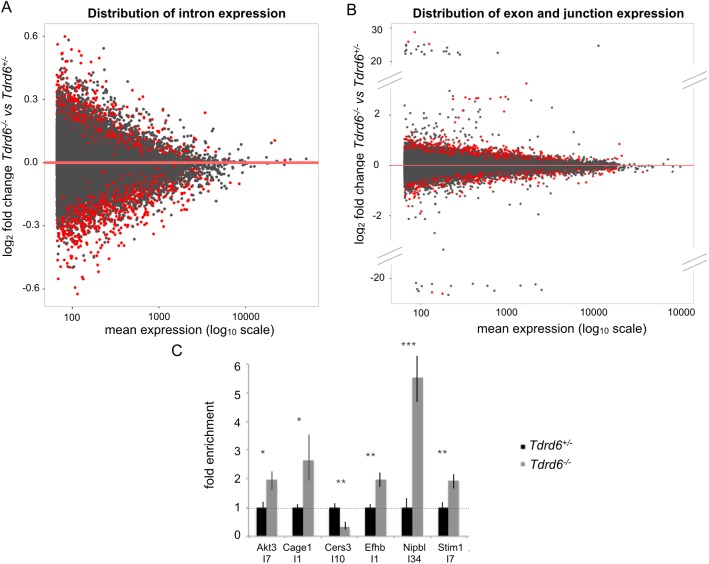
The differential expression of introns, exons and splice junctions in TDRD6-deficient primary spermatocytes. **(A)** Distribution of differential usage of introns in *Tdrd6*^*-/-*^ vs. *Tdrd6*^*+/-*^ primary spermatocytes. Each dot represents one unique intron. The log_2_ fold change in *Tdrd6*^*-/-*^ versus *Tdrd6*^*+/-*^ is represented on the y-axis while log_10_ mean expression for individual introns is displayed on the x-axis. Introns that differ significantly (p-value < 0.1) between the two conditions are represented with red dots. **(B)** Distribution of differentially used exons and exon-exon junctions in *Tdrd6*^*-/-*^ vs. *Tdrd6*^*+/-*^ primary spermatocytes. Each dot represents an event; i.e. one exon or one splice junction. The log_2_ fold change in *Tdrd6*^*-/-*^ versus *Tdrd6*^*+/-*^ is represented on the y-axis while log_10_ mean expression for individual events is displayed on the x-axis. Events that differ significantly (p-value < 0.1) between the two conditions are represented with red dots. **(C)** RT-qPCR of total RNA of *Tdrd6*^*+/-*^ and *Tdrd6*^*-/-*^ diplotene cells using specific primers for I7 of *Akt3*, I1 of *Cage1*, I10 of *Cers3*, I1 of *Efhb*, I34 of *Nipbl* and I7 of *Stim1*. RNA samples were different than those used for deep sequencing (n = 3 technical replicates); * significant at p value<0.1, ** significant at p value<0.05, *** significant at p value<0.01.

Another approach to assess the fidelity of splicing was to test the differential exon and splice site usage. The reads at the exon-exon junctions as well as within the exonic sequences were compared using JunctionSeq. 

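Exons and junctions were tested together, each against the total count of its gene, with overlapping genes that the authors had merged left out. Of 323115 exon segments and junctions with at least 10 counts in total, the independent filter kept 160239 in 9570 genes, with a mean count above 43.1. Differential usage at a false discovery rate of 0.1 was found in 401 events in 205 genes, or 1.96 events per gene. Of these, 268 were up-regulated and 133 down-regulated in *Tdrd6*-/- cells, an up-regulated share of 66.8% (Wilson 95% interval 62.1 to 71.3%). The interval treats events as independent, although events of the same gene are not. With the replicate block, pairing the samples by the numbers in the labels, 211 events in 127 genes passed, with 116 up-regulated and 95 down-regulated, against 401 without it. Across 12347 genes, the correlation of deviations from the genotype mean was -0.101 for samples with the same number and, by construction, 0.101 for samples with different numbers. The labels do not state that samples are paired. Leaving out *Tdrd6*-/- replicate 2 gave 41 events, the lowest count of all settings. The paper takes the number of events per gene as the number of perturbations at exon or junction level.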

889 genes demonstrated significant differential usage in 1,989 events indicating more than 2 perturbations at exon or junction level per gene (Fig 5B; FDR = 0.1). 

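Exon segments made up 319 of the 401 events, in 185 genes, from 105451 segments tested. Usage in *Tdrd6*-/- cells was higher for 193 of them and lower for 126, an up-regulated share of 60.5% (Wilson 95% interval 55.0 to 65.7%, p = 0.000209 in a binomial test against equal numbers). The interval and the test treat segments as independent, although a fragment can count on several segments of its gene. Segments of *Tdrd6* itself are included. The median absolute log2 fold change was 0.635 among the up-regulated and 0.699 among the down-regulated segments. The smallest adjusted p in both directions belonged to *Tdrd6*, the disrupted gene (chromosome 17 of mm10, 43615335 to 43630299, minus strand), in which the remaining 359 and 400 counts of the *Tdrd6*-/- samples fell differently along the gene. Its exon segment 3 went from 7.825% ± 0.377 to 44.66% ± 0.13 of the gene's counts, and segment 10 from 89.64% ± 0.52 to 36.68% ± 1.31 (SD, n = 2 each). Outside *Tdrd6*, exon segment 2 of *Ccdc117* on chromosome 11 rose from 4.954% ± 0.288 to 9.082% ± 0.029 of the gene's counts (SD, n = 2 each; adjusted p = 6.18e-12 from the DESeq2 likelihood ratio test), and segment 13 of *Mdc1* on chromosome 17 rose from 10.33% ± 0.55 to 16.04% ± 0.40 (SD, n = 2 each; adjusted p = 2.57e-09, DESeq2). Segment 1 of *Nectin3* on chromosome 16 went from 9.462% ± 0.088 to 5.821% ± 0.220 (SD, n = 2 each; adjusted p = 7.47e-12, DESeq2), and segment 34 of *Kmt2e* on chromosome 5 from 11.64% ± 0.071 to 5.981% ± 0.899 (SD, n = 2 each; adjusted p = 1.28e-07, DESeq2). Of the segments named outside *Tdrd6*, only that of *Kmt2e* passed with edgeR's usage test (adjusted p = 0.0546). The direction of the imbalance between up- and down-regulated segments depended on the setting. Under the replicate block 88 exon segments were up-regulated and 91 down-regulated. With edgeR's usage test, which moved the share most, these numbers were 22 and 49. Down-regulated segments were also in excess without *Tdrd6*+/- replicate 2 and without *Tdrd6*-/- replicate 1, but not when either other sample was left out. Scaling exons and junctions by their own totals, added after seeing the data, gave 448 up-regulated and 109 down-regulated segments.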

1,509 of these events are exonic and of those, 863 were up-regulated in the *Tdrd6*^*-/-*^ condition while 646 of them were down-regulated. The remaining 471 events represented significantly mis-regulated splice sites. 

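Splice junctions made up 82 of the 401 events, in 61 genes, from 54788 junctions tested, and 1 of the 82 was an unannotated junction. In all 82, both *Tdrd6*-/- samples lay on the same side of both *Tdrd6*+/- samples in the junction's share of the gene's counts. The junctions were selected in these same samples, so this is not independent evidence. With the replicate block, 32 junctions passed the same false discovery rate, and without *Tdrd6*-/- replicate 2 the number was 13, the lowest of all settings except edgeR's usage test, which gave 12.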

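Of the 82 mis-regulated junctions, 75 were up-regulated and 7 down-regulated in *Tdrd6*-/- cells, an up-regulated share of 91.5% (Wilson 95% interval 83.4 to 95.8%, p = 1.73e-15 in a binomial test against equal numbers). The interval and the test treat junctions as independent, although the junctions lie in 61 genes. Junctions of *Tdrd6* itself are included. Among all 54788 junctions tested, 31889 had a positive log2 fold change. Junction 14 of *Tdrd6*, the disrupted gene, had the smallest adjusted p and rose from 2.208% ± 0.075 to 12.63% ± 0.53 of the gene's counts (SD, n = 2 each). Junction 18 of *Ddx19a* on chromosome 8 rose from 66.54% ± 13.7 to 100% (SD, n = 2 in *Tdrd6*+/-), since no count remained for the rest of the gene in either *Tdrd6*-/- sample. The junction itself had 62 and 80 counts in *Tdrd6*+/- and 102 in each *Tdrd6*-/- sample. With edgeR's usage test its log2 fold change was 0.5335 and did not pass the false discovery rate of 0.1. Junction 7 of *Ccdc117* rose from 1.246% ± 0.024 to 3.245% ± 0.143 (SD, n = 2 each; adjusted p = 2.19e-14 from the DESeq2 likelihood ratio test). In the other direction, the unannotated junction 20 of *Cmss1* on chromosome 16 went from 31.79% ± 5.43 to 11.64% ± 3.18 (SD, n = 2 each; adjusted p = 5.19e-05, DESeq2). Junction 103 of *Usp34* on chromosome 11 went from 0.960% ± 0.025 to 0.540% ± 0.087 (adjusted p = 0.00182, DESeq2), and junction 46 of *Cep85* on chromosome 4 from 0.518% ± 0.099 to 0.163% ± 0.092 (SD, n = 2 each; adjusted p = 0.0238, DESeq2). The up-regulated share was lowest, at 75.0% of 12 junctions, with edgeR's usage test. Under that test junction 103 of *Usp34* did not pass the false discovery rate of 0.1, while the junctions named in *Ccdc117*, *Cmss1* and *Cep85* did.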

381 of them were up-regulated while 90 of them showed down-regulation in *Tdrd6*^*-/-*^ primary spermatocytes. These two approaches yielded 240 common genes with mis-spliced mRNA.

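Genes with at least 1 mis-regulated intron and at least 1 mis-regulated exon or junction numbered 21. Of the 6066 genes tested in both approaches, 418 had a mis-regulated intron and 188 a mis-regulated exon or junction, for which 13 common genes correspond to independent draws (odds ratio 1.74, 95% interval 1.03 to 2.78, Fisher's exact test, p = 0.0268). Within 10 groups of the genes by exonic count, the common odds ratio was 1.07 (95% interval 0.66 to 1.71). With the replicate block, pairing samples by the numbers in the labels, 20 genes were common where 7.2 correspond to independent draws (odds ratio 3.24, 95% interval 1.88 to 5.36), and the common odds ratio within groups was 1.89 (1.15 to 3.11). Deviations from the genotype mean had a correlation of 0.052 across introns and -0.101 across genes for samples with the same number. The number of common genes was 0 without *Tdrd6*-/- replicate 2 and also without *Tdrd6*+/- replicate 1.

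The introns shown in Fig 5C belong to genes that the paper selected from those found by both approaches. Of the 5 genes examined here, 2 had a mis-regulated intron, 1 a mis-regulated exon or junction and 0 had both. The mis-regulated introns were intron 10 of *Cers3*, which Fig 5C shows, and intron 8 of *Efhb*, which it does not show. Usage of *Efhb* intron 8 was lower in *Tdrd6*-/- cells (log2 fold change -1.105, adjusted p = 0.00154 from the DESeq2 likelihood ratio test). The files number introns along the chromosome, so for genes on the minus strand an intron number can also be read along the transcript, and both readings were measured. Intron 10 of *Cers3* (chromosome 7 of mm10, 66795940 to 66821689, plus strand) went from 30.15% ± 0.15 of the gene's intron counts in *Tdrd6*+/- to 23.21% ± 2.43 in *Tdrd6*-/- cells (SD, n = 2 each), a log2 fold change of -0.515 (standard error 0.161, adjusted p = 0.0847 from the DESeq2 likelihood ratio test). Intron 7 of *Stim1* on chromosome 7 went from 3.149% ± 0.022 to 4.342% ± 0.622 (SD, n = 2 each; log2 fold change 0.468, adjusted p = 0.241, DESeq2).

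The first intron of *Cage1* along the transcript (chromosome 13, 38032625 to 38036787) went from 13.53% ± 0.059 to 16.32% ± 0.11 (SD, n = 2 each; log2 fold change 0.318, adjusted p = 0.291, DESeq2), while intron 1 in chromosome order had a log2 fold change of -0.105 (adjusted p = 0.906, DESeq2). For *Efhb* on chromosome 17, the first intron along the transcript (53452624 to 53462430) went from 44.85% ± 0.36 to 49.13% ± 0.10 (SD, n = 2 each; log2 fold change 0.248, adjusted p = 0.428, DESeq2), and intron 1 in chromosome order had a log2 fold change of 0.424 (adjusted p = 0.630, DESeq2). For *Nipbl* on chromosome 15, intron 34 along the transcript (8307987 to 8311144) went from 1.297% ± 0.068 to 1.810% ± 0.148 (SD, n = 2 each; log2 fold change 0.482, adjusted p = 0.241, DESeq2), and intron 34 in chromosome order, with a log2 fold change of 0.315, was below the count filter. With the replicate block, *Cers3* intron 10 no longer passed the false discovery rate of 0.1 (log2 fold change -0.515, adjusted p = 0.178, DESeq2). Nor did it pass with a fixed minimum mean count of 50 (adjusted p = 0.114, DESeq2) or without a filter (adjusted p = 0.29, DESeq2). Measured against the gene's exonic count, it passed (adjusted p = 0.0618, DESeq2). In the fits that left out a sample, its log2 fold change ranged from -0.657 to -0.378.

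**Figure D4:**
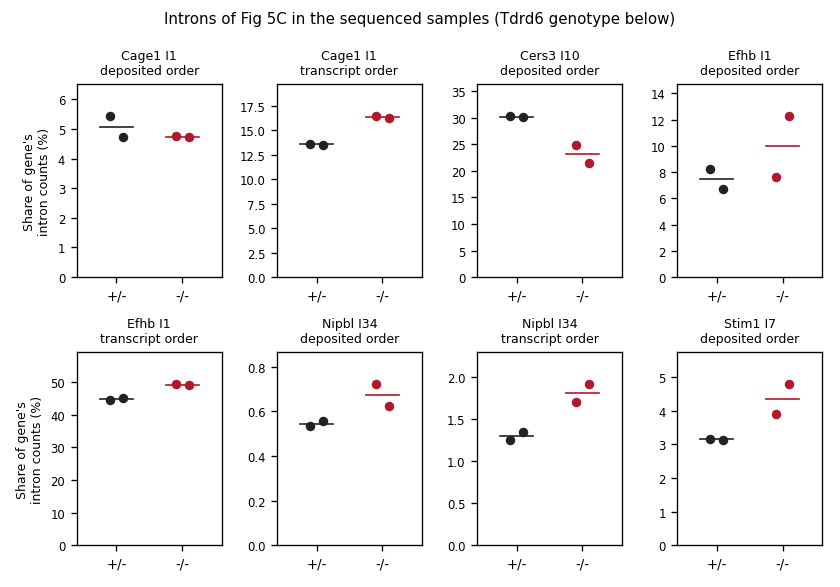
Share of the gene's intron counts (vertical axis, in %) for introns of Fig 5C in the sequenced samples, with 1 point per sample, black for *Tdrd6*+/- and red for *Tdrd6*-/-, and a line at each genotype's mean. For genes on the minus strand, panels give the intron numbered along the chromosome (deposited order) and along the transcript. *Cers3* intron 10 falls from 30.15% to 23.21%.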

We validated a subset of these common 240 mis-spliced mRNA found by both approaches via RT-qPCR. Genes with several isoforms were excluded since different isoforms may account for the differential usage of introns, exons or junctions detected by these different approaches. We detected the mis-regulation of an intron by designing primers such that one primer resides in the mis-regulated intron whereas the other primer resides in the adjacent unchanged exon to ensure that any difference revealed by PCR would be due to the mis-spliced intron. This way we also avoided unknown genes perhaps expressed within the introns, and accounted for the differences that could arise from differential expression of putative gene(s) lying within that intron (S7B Fig). Overall, we validated mis-regulated introns in 6 different randomly selected genes by RT-qPCR (Fig 6C).

**Fig 6:**
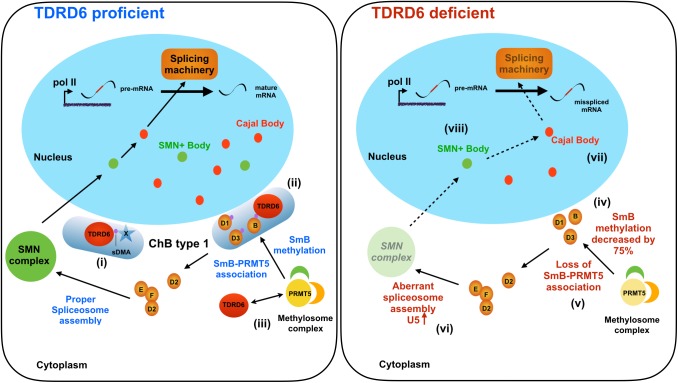
Proposed functions of TDRD6 in primary spermatocyte spliceosome assembly. Shown are primary spermatocytes that are TDRD6 proficient (left) or deficient (right). TDRD6 resides in the chromatoid body (ChB) type 1 of TDRD6 proficient primary spermatocytes and associates with sDMA-modified proteins (represented by blue star-shaped protein X; the violet dot indicates sDMA) (i) such as sDMA-containing SmB, a member of the Sm protein group (B, D1, D2, D3, E, F) (ii). TDRD6 and PRMT5 interact (iii). In TDRD6 deficient primary spermatocytes, no ChB type I form, PRMT5 association with SmB is impaired, (iv) and symmetrical dimethylation of SmB is decreased by 75% (v). U5 spliceosome assembly is upregulated compared to TDRD6 proficient cells and an aberrant SMN complex forms (vi). In the nucleus, the numbers of Cajal bodies (vii) and SMN-positive (SMN+) bodies (viii) are decreased upon TDRD6 deficiency. The names of all proteins and cellular structures are indicated; sDMA, symmetrically dimethylated arginine.

Our data demonstrates slightly less intron retention (824 introns) than intron removal (1026 introns) among the mis-regulated cases. 

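In the deposited counts, 188 mis-regulated introns had higher and 372 had lower usage in *Tdrd6*-/- cells, an up-regulated share of 33.6% (Wilson 95% interval 29.8 to 37.6%). Usage is relative to the gene's other introns, so these numbers do not measure retention against spliced RNA. Measured instead against the gene's exonic count, 23 introns were up-regulated and 743 down-regulated, the setting that moved the share furthest among those with more than 100 mis-regulated introns, to 3.0%. The lower intron totals of the *Tdrd6*-/- samples enter this measure. With separately scaled totals, added after seeing the data, the share was 35.1%. Leaving out 1 sample at a time gave shares from 0 to 47%. The paper compares the numbers of retained and removed introns to weigh the efficiency of splicing against its specificity.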

This suggests that upon TDRD6 loss the specificity of the intronic splicing site selection is affected more than the overall efficiency of splicing. 

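Counts on introns made up 34.51% of intron and gene counts together in *Tdrd6*+/- replicate 1 (Wilson 95% interval 34.49 to 34.52%), 29.53% in *Tdrd6*+/- replicate 2 (29.52 to 29.54%), 29.82% in *Tdrd6*-/- replicate 1 (29.81 to 29.83%) and 23.43% in *Tdrd6*-/- replicate 2 (23.41 to 23.44%). The means were 32.02% ± 3.52 in *Tdrd6*+/- and 26.62% ± 4.52 in *Tdrd6*-/- cells (SD, n = 2 each), and the ranges of the genotypes overlapped when replicate numbers were disregarded (exact permutation test, p = 0.67, with 0.33 the smallest p that 2 against 2 allow). Paired by the replicate numbers of the labels, the share was lower in *Tdrd6*-/- cells in both pairs, from 34.51 to 29.82% and from 29.53 to 23.43%. The labels do not state such a pairing. With the numbers crossed, the share went from 34.51 to 23.43% and from 29.53 to 29.82%, so it was not lower in both. No paired test was run, so the permutation test does not address a paired difference. The difference in the means, -5.395 percentage points, was smaller than the span between the replicates of *Tdrd6*-/- cells. Over 10059 genes with a mean exonic count of at least 100, the median intron count per 100 exonic counts was 46.33 ± 4.71 in *Tdrd6*+/- and 38.32 ± 6.39 in *Tdrd6*-/- cells (SD, n = 2 each; exact permutation test, p = 0.33), a difference of -8.007. Leaving out samples moved the difference in shares most, to -2.199 percentage points without *Tdrd6*-/- replicate 2 and to -8.59 without *Tdrd6*-/- replicate 1. From slightly fewer retained than removed introns, the paper proposes that loss of TDRD6 affects the choice of intronic splice sites more than overall splicing efficiency.

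**Figure D5:**
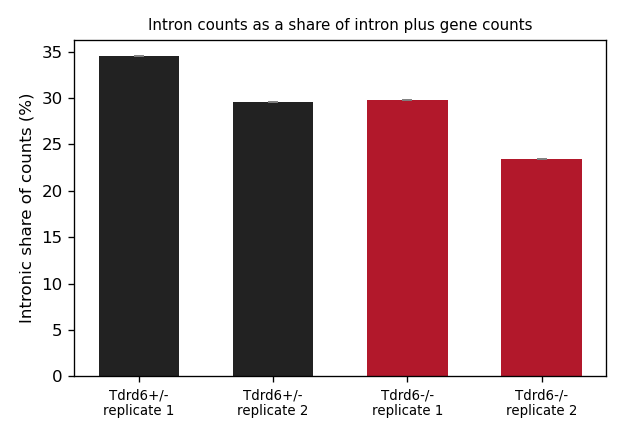
Intron counts as a share of intron plus gene counts (vertical axis, in %) in each of the 4 samples, black for *Tdrd6*+/- and red for *Tdrd6*-/-, with Wilson 95% intervals as error bars. *Tdrd6*+/- replicate 2 (29.53%) and *Tdrd6*-/- replicate 1 (29.82%) are nearly level.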

This is plausible considering that loss of TDRD6 leads to an altered snRNP repertoire. U5 snRNP is a common component of both types of splicing machineries and therefore centrally important [33]. Increased levels of one type of core snRNP of the splicing machinery might disturb the correct stoichiometry of splicing machinery components.

Functional cluster analysis of the mis-spliced transcripts did not reveal any significantly enriched clustering of these transcripts at a particular cellular function. Also, the mis-regulated miRNAs reported earlier in TDRD6 deficient spermatids [22] are not overrepresented among the 1270 genes showing mis-regulated introns.

The finding that a wide diversity of genes was affected indicates a global role of TDRD6 in the regulation of pre-mRNA splicing.

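The 455 genes with a mis-regulated intron were 6.32% of the 7201 genes tested and lay on 19 chromosomes. A test over all chromosomes together gave p = 0.483 (chi-square test with 1e+05 permutations), but none of the 116 X-linked genes tested had a mis-regulated intron (Fisher's exact test, p = 0.000804, adjusted p = 0.0169 over 21 chromosomes). By annotation, 426 of them were protein-coding and 22 were long noncoding genes. The share of genes with a mis-regulated intron rose with the gene's exonic count, from 1.67% in the lowest of 5 equal groups of genes (at most 1262 counts over the 4 samples) through 3.68%, 5.07% and 9.24% to 11.94% in the highest group (at least 18655 counts), so that genes with few counts were less open to detection. Genes with a mis-regulated exon or junction were 205 of 9570 tested, or 2.14%. When *Tdrd6*-/- replicate 2 was left out, 1 gene with a mis-regulated intron remained, the smallest number of all settings. The paper takes the diversity of the affected genes as evidence of a global role of TDRD6 in pre-mRNA splicing.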

## Conclusions

The data reported here suggest a novel function for TDRD6 in the maturation of spliceosomal snRNPs during the transcriptionally highly active prophase I of spermatogenesis. This function adds to the roles of TDRD6 at later stages of spermatogenesis/spermiogenesis in formation of the ChB type 2 and in nonsense-mediated decay. One notable difference between TDRD6 protein in meiosis I and in later stages is the conversion of the early 250 kDa form into the later 230 kDa form, which lacks about 20 kDa off its C-terminus We speculate that the 250 kDa variant is the one acting in spliceosome assembly while the 230 kDa variant–the only form present after meiosis I–acts in ChB type 2 processes. It will be fascinating in the future to assign specific molecular properties to the C-terminal end of TDRD6, which does not bear Tudor domains, and *in silico* analysis of the amino acid sequence did not reveal prominent motifs.

For the role of TDRD6 in spliceosome assembly, we propose the model shown in Fig 6. TDRD6 promotes PRMT5 association with and methylation of SmB and likely other Sm proteins. To do so, TDRD6 itself also associates with both proteins. Thereby TDRD6 may also control SmB availability for SMN complex formation. The SmB methylation and/or its TDRD6 association is required to ensure proper composition of the SMN RNP complex and subsequently for presence of SMN-positive bodies as well as Cajal body formation in the nucleus. In absence of TDRD6, ChB type 1 do not form SmB methylation is largely decreased, SmB cannot be properly regulated by TDRD6 and spliceosome assembly becomes unbalanced with aberrantly overrepresented U5 snRNP and possibly improper composition of other components. This leads to substantially reduced SMN+ bodies and Cajal bodies in the nucleus and to aberrant splicing.

Why is TDRD6 expressed only in the male germ line and even here only from mid-pachytene onwards? Obviously, TDRD6 is not needed for the universal splicing apparatus found in almost all animal cells, and it is not even needed for oocytes at any stage. There is no definitive answer to this question, but there are no ChB in non-male germ cells or somatic cells. Other bodies or speckles harbor splicing factors in those cells, and some like Cajal bodies are shared between spermatocytes and other cell types. Cajal bodies are reduced in absence of TDRD6 because their assembly depends on prior successful assembly of SMN complexes. Late spermatocytes and spermatids are unique in that they stepwise change their chromatin organisation until the genome is packaged into a protamine-dense body that is largely transcriptionally silenced. Thus the need to store some RNA species in ChBs, i.e. ChB type 2. There may be testis-specific splice events to produce the appropriate RNA molecules and these are not produced in any other cell type, perhaps explaining the need for TDRD6. However, we find a general splicing deficiency in absence of TDRD6, not only impaired splicing of testis-specific RNAs. Still, TDRD6 may have acquired the role of a spliceosome assembly factor to make sure that all RNA splicing events, including those specific for spermatogenesis, are properly carried out. An additional challenge to spermatocytes stems from the great burst of transcription that happens when chromosome pairing is complete, i.e. when the SCs are formed in pachytene. To handle this burst, which includes testis-specific transcripts, a highly efficient splicing machinery may be required and TDRD6 helps providing that efficiency. Since little is known about splicing processes during mammalian spermatogenesis, this holds intriguing questions for future research.

## Materials and methods

### Animals and ethics statement

Generation of *Tdrd6*^*-/-*^ mice was described in detail previously [22]. *Tdrd6-LAP* mice were generated as described in the Supplemental Experimental Procedures. The use of mice was approved by the State of Saxony animal welfare officials, Az DD24-5131/ 339/6 and was performed according to the national and EU guidelines.

### Antibodies

Antibodies used in several different applications in this study are listed in Tables 1, 2 and 3 in “Supplementary Experimental Procedures”.

### Immunofluorescence for single cell suspensions

Coverslips were boiled in 1M HCl, rinsed with water, dipped into poly-L-lysine solution (50μg/ml poly-L-lysine and 10mM Tris pH8.0 in H_2_O) for 10min at room temperature (RT) and dried at RT. Cells were incubated on coverslips for 1h at RT, fixed in 2% formaldehyde/PBS. From permeabilization/blocking onwards, the same staining protocol was followed as for the sections (see Supplemental Experimental Procedures).

Z-stacks of the single cell suspension stainings were taken with the Leica SP 5 confocal laser-scanning microscope. Orthogonal sections of the images were later obtained using the software Fiji.

### Culturing of testis cells in leptomycin B (LMB) and 5′-Deoxy-5′-(methylthio)adenosine (MTA)

Single cell suspensions were obtained as described in Supplemental Experimental Procedures and incubated at 32°C in Dulbecco's Modified Eagle Medium supplemented with 10% fetal calf serum with 40μg/ml leptomycin B or in 1mM 5′-Deoxy-5′-(methylthio)adenosine (MTA) for 16h. Control cultures were incubated with 70% (v/v) methanol/water for leptomycin B or with DMSO for MTA.

### Immunoprecipitations

100–300μg RIPA extract (see Suppl Exp procedures) was diluted at a 1:2 ratio in IP buffer (50mM Tris-HCl at pH 7.4, 150mM NaCl, 0.25% Triton-X100, 1mM EDTA, 5mM NaF, 1mM Na_2_VO_3_, 1mM PMSF, 1x protease inhibitor cocktail EDTA-free mini), supplemented with the primary antibody and incubated at 4°C overnight with gentle shaking. 8μl Dynabeads-proteinA/G per 1μg of primary antibody was added and incubated at 4°C with gentle shaking for 2h. Beads were washed 3 times for 10 min with the same IP buffer, resuspended in 2x Laemmli buffer and boiled at 95°C for 5 min to elute the proteins. SDS-PAGE and immunoblotting procedures were followed as described in Supplemental Experimental Procedures. Wherever indicated, 100μg/ml RNase or 1U/μl RNaseOUT was added into the RIPA and IP buffers.

Immunoprecipitation for the interactions SmB/PRTM5 and LAP-TDRD6/PRMT5 were performed with the following changes: Single cells were fixed in 1% formaldehyde solution for 5 min and then quenched for 5 min with 200mM Glycine at RT. After the cells were pelleted and lysed in the extraction buffer (1%SDS, 10mM EDTA, 50mM Tris pH8.0, 1mM DTT, 5mM NaF, 1mM Na_2_VO_3_, 1mM PMSF and 1x protease inhibitor cocktail EDTA-free mini), the extracts were diluted at a 1:9 ratio in the IP buffer (0.01%SDS, 1.1% TritonX-100, 1.2mM EDTA, 16.7mM Tris pH8.0, 5mM NaF, 1mM Na_2_VO_3_, 1mM PMSF and 1x protease inhibitor cocktail EDTA-free mini) to quench the excess SDS in the extraction buffer. For elution, beads were boiled in 2x Laemmli buffer first at 70°C for 1h and then at 95°C for 5 min. Densitometric quantification of the blots was performed using Fiji.

### RNA extraction, DNase treatment, reverse transcription (RT), real time PCR

Depending on experiment, total RNA was extracted from either whole testes or MACS-purified hCD4^+^ cells via Trizol (Invitrogen) according to manufacturer’s instructions. Concentration and purity of the RNA samples were determined by UV absorbance measurements using the NanoDrop 2000c Spectrophotometer (Thermo Scientific).

100ng to 1μg of total RNA was treated with RQ1 RNase-Free DNase (Promega) according to manufacturer’s instructions and reverse transcribed into first strand cDNA via SuperScript II reverse transcriptase (Invitrogen) and random primer mix (NEB) according to manufacturer’s instructions.

2μl of the RT reaction was used directly as a template in a total volume of 20μl of real time PCR reaction with Rotor-Gene SYBR Green PCR Kit (Qiagen) according to manufacturer’s instructions. All the primers were used at a concentration of 1μM and are listed in Table 4 in S1 Supplemental Experimental Procedures. Real-time PCR was carried out in qTower 2.0 system (Analytic Jena). Reactions were run in triplicate with an initial activation step for 5mins at 95°C followed by 40 cycles of 5sec at 95°C and 10sec at 60°C. For each reaction, a no-template as well as a no-RT control sample for each condition was also run in parallel. Comparative quantification analyses of PCR products and melting curve analyses were carried out using the qPCRsoft 2.1 software. Expression data were analyzed using the 2^(-ΔΔCt)^ method and normalized to the expression of housekeeping gene *Tbp1* for the variability in RNA levels in each sample.

### RNA immunoprecipitation (RIP)

We performed the same protocol for RIP as in [13] with the exception that 3μg of anti-Y12 antibody (ThermoScientific) (or control mouse IgG (Santa Cruz)) were added to the RIP reaction instead of anti-UPF1 antibody.

### Statistical analysis

All statistical analyses for the immunofluorescence and RIP data were performed with two-tailed, unpaired t-test using the statistics tool of GraphPad Prism (GraphPad Software, Inc.).

### Transcriptome sequencing and bioinformatics analysis

Differential intron usage was assessed using DEXSeq (v1.16.10) R package [53] and differential exon and junction usage was analyzed via R package JunctionSeq (v0.6.16) [54]. For more details, see Supplemental Experimental Procedures.

## Supporting information

S1 Fig Generation and Characterization of LAP-TDRD6 Transgenic Mouse **(A)** Schematic representation of a genomic region that contains TDRD6 (orange) and the cassette for tagging at the N-terminus adapted from [39]. The neomycin-kanamycin resistance gene (neo) is placed inside an artificial intron flanked by loxP sites. EGFP, enhanced green fluorescent protein; gb2, bacterial promoter; P, PreScission cleavage site; pgk, phosphoglycerate kinase (PGK) promoter; S, S-peptide; sa, splice acceptor; sd, splice donor; T, TEV cleavage site. **(B)** Total protein lysates from the testes of an EGFP-positive founder and from an EGFP-negative mouse separated by SDS-PAGE in adjacent lanes and Western blot was performed using α-EGFP and α-TDRD6 IgGs. **(C)** Fluorescent microscope analysis of EGFP-positive adult testis sections. (i) Sections from stage X-XI and (ii) stage I-II- III were stained with DAPI (blue) only. Cells at different developmental stages are indicated with arrows. Spg: Spermatogonium, P: Pachytene, D: diplotene, RS: Round Spermatid, ES: Elongated Spermatid Scale bar: 50μm.
(TIFF) Click here for additional data file.

S2 Fig TDRD6 is not symmetrically dimethylated at arginine residues. α-EGFP IgG was used to immunoprecipitate LAP-TDRD6 from total cell extracts of adult testis cells cultured in the presence of 5′-deoxy-5′-(methylthio)adenosine (MTA) or DMSO (control) for 16h. Precipitates were divided into two and separated in parallel by SDS-PAGE and Western blotting was performed using α-SYM IgG for sDMA and α-EGFP IgG for LAP-TDRD6.
(TIFF) Click here for additional data file.

S3 Fig The absence of RNA is essential for the interaction of TDRD6 and SmB. RNA was extracted from the flow-through of immunoprecipitations in Fig 2B and run on a 1% agarose gel. Mouse rRNA bands are indicated.
(TIFF) Click here for additional data file.

S4 Fig Analysis of early and late apoptotic as well as dead cell populations upon MTA treatment. FACS analysis of propidium iodide (PI) and Annexin V stained EGFP-positive LAP-TDRD6 adult mice after 16 h of MTA versus control DMSO treatment. *Tdrd6*^*-/-*^ mice were used as a control for Annexin V and PI stainings as they show an extensive apoptotic round spermatid cell population (alive: Annexin V^-^ and PI^-^; early apoptotic: Annexin V^+^ and PI^-^; late apoptotic: Annexin V^+^ and PI^+^; dead: Annexin V^-^ and PI^+^).
(TIFF) Click here for additional data file.

S5 Fig Strategy for the isolation of late prophase I cells from *Tdrd6*^*+/-*^ or *Tdrd6*^*-/-*^ mouse testes. **(A)** hCD4-positive single cells isolated from the testes of 20dpp *Tdrd6*^*+/-*^ and *Tdrd6*^*-/-*^ mice were stained with α-SYCP3 to determine the prophase I stage of the cells. All primary spermatocytes were counted and the percentages of diplotene cells, secondary spermatocytes and round spermatids for each genotype were plotted. (n = 100 for each condition, 3 biological replicates, *P* > 0.05) **(B)** Testis sections from 20dpp *Tdrd6*^*+/-*^ and *Tdrd6*^*-/-*^ littermates were stained with anti-cleaved α-PARP1 (red), α-SYCP3 (green) and DAPI (blue). Scale bar: 100μm. **(C)** The number of apoptotic cells per tubule at 20dpp based on the cleaved PARP1 staining in (C) is presented in a scatter plot. (n = 40 for *Tdrd6*^*+/-*^, n = 43 for *Tdrd6*^*-/-*^).
(TIFF) Click here for additional data file.

S6 Fig Immunoblot of a fraction of the α-Y12 pull-down for RIP was run in parallel with SDS-PAGE. Immunoblotting was performed using α-Y12 IgG for SmB. One representative blot of 3 biological repeats is displayed.
(TIFF) Click here for additional data file.

S7 Fig Quality control of the sequencing and primer design for validations. **(A)** Mapping statistics for transcriptome analysis. Bar plots show the total number of reads (red bars), mapped reads (green bars) which aligned to the reference for each sample and unique reads (blue bars) which aligned uniquely to the reference for each sample. **(B)** Schematic representation of the primer design for the validation of the differential usage of I1 of *Efhb*. The 5’ end lies on the left hand-side. Intron and exons with differential usage are shown in magenta. I, intron; E, exon; Fwd, forward primer; Rev, reverse primer.
(TIFF) Click here for additional data file.

S1 Supplemental Experimental Procedures (PDF) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

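RNA of diplotene cells from 2 *Tdrd6*+/- and 2 *Tdrd6*-/- samples, taken at 20 days post partum and each pooled from at least 4 mice, was the only material measured in the files analysed here. Genotype and replicate number were taken from the sample labels and checked against the article. The authors aligned the paired-end fragments to mm10 with GSNAP, annotated them with Ensembl release 75, and deposited counts that were not normalized. The deposited counts came as 2 files per sample. One gave the number of fragments on each numbered intron, followed by tallies of fragments not assigned to an intron, and the other gave the number on each gene, exon segment, annotated junction and unannotated junction. A fragment can count on several exon segments and junctions of its gene. The counting program and its filters are not stated in the text available. The files give no coordinates.

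Positions were taken from the GENCODE M21 annotation of mm10. Introns were placed by their order where a gene had as many deposited introns as gaps between its annotated exons, which held for 18374 of 24963 genes and 141239 of 207562 introns. The numbering follows the chromosome on both strands. Across 1306 minus-strand genes, the median correlation of log length and log count was 0.83 in chromosome order and -0.09 in the reverse order. Exon segments and junctions were left without positions.

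Because DEXSeq and JunctionSeq were not installed, their models were fitted with DESeq2 1.42.0 in R 4.3.3. Each feature with at least 10 counts in total entered as its own count and the count of the rest of its gene. A model with sample, feature and the interaction of feature and genotype was compared with one lacking the interaction by a likelihood ratio test. Size factors were DESeq2's median of ratios, from intron counts for introns and from gene counts for exons and junctions. Dispersions were shrunken towards a trend, fitted separately for exons and junctions. Independent filtering on the mean count and Benjamini-Hochberg adjustment followed, at a false discovery rate of 0.1. Merged overlapping genes were left out for exons and junctions. Gene expression was tested with edgeR 4.0.16 (TMM, filterByExpr, quasi-likelihood test, false discovery rate 0.1) on 16555 genes. Intervals of shares are Wilson 95% intervals, and comparisons of single values between genotypes are exact permutation tests, for which 2 samples against 2 cannot give a p below 0.33.

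The scripts were tested on simulated counts drawn from the real means and library sizes with a dispersion of 0.02 and 200 changed features. At an absolute log2 change of 2, 99.5% of the changed introns, 95% of the changed exons and junctions and 100% of the changed genes were found, with 5.1%, 5.9% and 5.7% of calls in genes without a change. At a log2 change of 1, 58.5%, 14% and 88.5% were found, with 9.6%, 15.2% and 6.3% of calls in genes without a change. For exons and junctions the share of false calls at this change was thus above the false discovery rate of 0.1, and few changed features were found. A first version of this test used only the smaller change and counted neighbouring introns of a changed intron as false, which was revised, since a changed intron shifts the share of the rest of its gene.

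Depth was 43778449 to 47221554 tallied fragments per sample, and sampling error on the share of all counts that fell on introns was within 0.02 percentage points, far below the differences between replicates. For this share, depth was thus not the limit. Whether depth or the number of replicates limited the counts of mis-regulated features more was not tested. For single features, a mean count near the filter of 85.4 for introns or 43.1 for exons and junctions marks the level under which changes were not tested.

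Features named in the text were chosen by a rule set before the files were available. The rule took every gene the article names for its transcriptome data, and the 3 introns, exons, junctions and genes with the smallest adjusted p in each direction, at most 1 feature per gene, where both *Tdrd6*-/- samples lay on the same side of both *Tdrd6*+/- samples. Not all results that the rule selects are given. The alternatives were edgeR's usage test, TMM size factors, other filters, a stricter false discovery rate, a minimum fold change, another reference for intron usage, other treatment of merged genes and unannotated junctions, the replicate block, other length corrections, and leaving out each sample in turn. Added after seeing the data were a separate scaling of intron and exonic totals and a separate scaling of exons, junctions and genes. Enrichment of gene functions and the overlap with miRNAs were left out because the needed lists were not available.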

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

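Gene expression between *Tdrd6*-/- and *Tdrd6*+/- cells, on which the paper does not report, differed for 794 of 16555 genes at a false discovery rate of 0.1 (edgeR's quasi-likelihood test), with 169 higher and 625 lower in *Tdrd6*-/- cells. This was flagged because the signal lies in data the paper did not analyse and is above the level of the other groupings of the samples. Only 1 of the 3 splits of the 4 samples into 2 and 2, the real one, gave as many genes, and the others gave 0 and 1. With 3 splits the share cannot fall below 0.33, and this comparison was set down only after the counts were known. After *Tdrd6* itself, *Gm597* (log2 fold change -3.913, standard error 0.292, adjusted p = 2.6e-08) and *Polr2a* (-1.857, standard error 0.137, adjusted p = 2.6e-08) had the smallest adjusted p among lower genes. *Polr2a* was counted at 257.41 and 253.98 CPM in *Tdrd6*+/- and at 77.94 and 65.75 in *Tdrd6*-/- samples. The higher genes with the smallest adjusted p were *Gm12260* (1.00, adjusted p = 0.00118), *Gm595* (1.424, adjusted p = 0.00196) and the RIKEN gene with the Ensembl identifier ENSMUSG00000043629 (2.016, adjusted p = 0.002). In each of these genes both *Tdrd6*-/- samples lay on one side of both *Tdrd6*+/- samples. With the replicate block, in which samples are paired by number, 1046 genes passed.

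Technical explanations were tested, with predictions written before each test except that of the splits, and the prediction on variation within a genotype was written after the trend with gene length had been seen. Gene length is a candidate explanation: the probability that a higher gene has a longer annotated exon length than a lower one was 0.144, with medians of 1655.5 bp and 7140 bp. Across 16324 genes, which are not independent replicates, Spearman's rho of exon length with the log2 fold change was -0.220. Variation between samples of the same genotype may produce such a trend, since the change from *Tdrd6*-/- replicate 1 to replicate 2 had a rho of -0.323 with length, 1.47 times the size of that between genotypes, and the change from *Tdrd6*+/- replicate 1 to replicate 2 had a rho of -0.090. A different share of other cells may also contribute. The median log2 fold change of 13 of 14 listed somatic testis cell genes was 0.287, outside the central 95% of random gene sets (-0.195 to 0.191), and that of 12 listed spermatogonial genes was 0.316 (-0.200 to 0.196). For round spermatids only 58.3% of the 12 listed genes were tested, so that check is void. The 7 genes tested had a median log2 fold change of 0.731 (-0.293 to 0.268), so a different share of round spermatids is not excluded either. A difference in unspliced RNA content was left open, with a rho of 0.205 between the genotype change and the change from *Tdrd6*+/- replicate 1 to replicate 2. DNA of another strain around the *Tdrd6* locus was not borne out, with an odds ratio of 1.25 within 20 Mb (95% interval 0.82 to 1.84, Fisher's exact test, p = 0.239). No fit adjusted for length or cell composition was run, so how many of the 794 genes these explanations reach is not known. The number of genes cannot be told apart from a difference in unspliced RNA content or from grouping by accident. *Polr2a* and *Gm597* were past the threshold with the same direction under every setting, with log2 fold changes from -1.989 to -1.727 and from -4.065 to -3.765 when samples were left out.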

How the results depend on the processing

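The alternatives were set before the files were available, apart from 2 named here as added after seeing the data. TMM size factors, the minimum fold change of 0.5, a fixed minimum mean count of 50 and the treatment of merged genes and unannotated junctions left every headline count within 1.5 times its main value. The intronic share of counts was lower in *Tdrd6*-/- cells on average under every setting. Unpaired tests of 2 against 2 samples cannot give a p below 0.33, and no paired test was run.

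With edgeR's usage test, 9 introns were mis-regulated in place of 560, 83 exons and junctions in place of 401 and 1 common gene in place of 21, and the up-regulated share of introns was 55.6% in place of 33.6%. That test estimates the spread of each feature with quasi-likelihood, which may be wider with 2 samples per genotype. On the simulated counts, edgeR's usage test found 42% of the changed introns at a log2 change of 1 and 84% at 2. The main model found 58.5% and 99.5%. The simulation gave all introns the same dispersion of 0.02, and its changes were larger than the median of 0.748 of the mis-regulated introns. It therefore cannot tell whether a wider spread accounts for the loss from 560 to 9 introns. Without a filter, more features share the correction for multiple tests, and 239 introns and 9 common genes remained. Without a filter on low counts, 75 genes in place of 794 were differentially expressed. At a false discovery rate of 0.05, 299 introns and 5 common genes remained. The replicate block gave 211 exons and junctions in place of 401. The excess of up-regulated exon segments, 193 against 126, was not stable, with 88 against 91 under the replicate block and 22 against 49 with edgeR's usage test. Scaling exons and junctions by their own totals, added after seeing the data, gave 693 exons and junctions. Under this scaling the excess was larger, with 448 exon segments up-regulated and 109 down-regulated. Measuring introns against the gene's exonic count with separately scaled totals, also added after seeing the data, gave 1472 introns.

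Across the 4 fits that each left out a sample, the results ranged from 1 to 830 introns, from 41 to 522 exons and junctions, from 0 to 47% of introns up-regulated, from 0 to 19 common genes and from 257 to 1064 differentially expressed genes. No fit at reduced depth was run, so the limits set by depth and by the number of samples were not compared.

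The ratio of *Prmt7* to *Prmt5* was 2.262 without a length correction and 1.753 per kb of the longest transcript, in place of 1.462. *Prmt9* was 13.18 CPM without the length correction, which is another unit than the 2.321 CPM per kb.

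Against the exonic count, signs of log2 fold changes reversed for *Cage1* intron 12 (-0.3396), *Efhb* introns 1 (-0.2545) and 12 (-0.5031), *Nipbl* intron 34 (-0.01054) and *Stim1* intron 7 (-0.05503). The lower intron totals of the *Tdrd6*-/- samples enter this measure. With separately scaled totals, *Cage1* intron 12 (-0.02514) and *Efhb* intron 12 (-0.1879) stayed reversed. The expression change of *Stim1* was 0.008829 with DESeq2 and, without a filter, 0.02037, and that of *Prmt5* 0.002725 without a filter. Leaving out samples moved the log2 fold change of *Cage1* intron 1 from -0.208 to 0.00414, and expression changes from -0.1418 to 0.1242 for *Prmt5*, -0.07845 to 0.1094 for *Prmt9*, -0.08154 to 0.175 for *Cers3*, -0.0202 to 0.1594 for *Efhb* and -0.06464 to 0.07241 for *Stim1*. Of the 475 rows for named features, 407 were unchanged, 47 became weaker and 2 stronger.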

Differences from the paper's values

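The paper reports 1850 mis-regulated introns in 1270 genes, against 560 in 455 genes here. The paper's 824 up-regulated and 1026 down-regulated introns compare with 188 and 372. Of the alternatives set before the files were available, only the measure against the gene's exonic count came within 1.5 times a paper value, with 743 down-regulated introns, and none did for the total, the genes or the up-regulated introns. Measuring against the exonic count with separately scaled totals, which was chosen after seeing the values, gave 1472 introns in 903 genes with 956 down-regulated, within 1.5 times the paper's values, and 516 up-regulated, which was not.

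For exons and junctions the paper gives 1989 events in 889 genes, against 401 in 205 genes. The paper's 1509 exonic events, of which 863 were up-regulated and 646 down-regulated, compare with 319, 193 and 126. Its 471 splice sites, of which 381 were up-regulated and 90 down-regulated, compare with 82, 75 and 7. The paper's 240 common genes compare with 21. None of the alternatives closed any of these gaps, including the separate scaling of exons and junctions that was chosen after seeing the values.

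The paper's ratio of PRMT7 to PRMT5 is 3, against 1.462 here. Counts without a length correction gave 2.262, within 1.5 times the paper's value, and the other alternatives did not come that close.

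The paper draws the genes of Fig. 5C from those found by both approaches. Of the 5 examined here, 0 were found by both. For *Cage1* intron 1, Fig. 5C shows a rise in *Tdrd6*-/- cells, and the sequenced samples gave a log2 fold change of -0.105 in chromosome order and 0.318 for the first intron along the transcript, neither past the false discovery rate of 0.1. The paper describes PRMT9 as very lowly expressed. Here it ranked 9032 from the top of 19574 genes with at least 10 counts, at the 53.9 percentile counted from the lowest.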

Other observations

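The number of mis-regulated introns rested on the samples with the highest and lowest intronic share of counts. Those are *Tdrd6*+/- replicate 1 (34.51%) and *Tdrd6*-/- replicate 2 (23.43%), and leaving out either gave 3 introns and 1 intron, while leaving out *Tdrd6*+/- replicate 2 (29.53%) or *Tdrd6*-/- replicate 1 (29.82%) gave 198 and 830. Without regard to replicate numbers, the intronic share overlapped between the genotypes, the higher *Tdrd6*-/- sample lying 0.29 percentage points above the lower *Tdrd6*+/- sample, a comparison set down after the shares were known. Between samples with the same replicate number the share was lower in *Tdrd6*-/- cells in both pairs, from 34.51 to 29.82% and from 29.53 to 23.43%. The labels do not state that these samples are paired, and the crossed pairing includes a rise from 29.53 to 29.82%. The median intron count per 100 exonic counts did not overlap between the genotypes. A difference by genotype is therefore not excluded. A candidate explanation is a difference in unspliced RNA content between samples, whatever its origin. If it were the cause, the genotype change in usage was predicted to follow the change from *Tdrd6*+/- replicate 1 to replicate 2 with a Spearman's rho of at least 0.3 across introns, and if not, with a rho under 0.1. Across 28903 introns, which are not independent replicates, rho was 0.281, between these bounds. The splicing difference between genotypes cannot be told apart from this explanation. Only 1 of the 3 splits of the samples, the real one, gave as many introns, with 1 and 2 introns in the others, and the prediction for this was made only after the counts were known. For exons and junctions the real split was likewise the only 1 of 3, with 1 and 23 events in the others. With 3 splits neither result can be separated from grouping by accident.

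Intron length could not be weighed, since only 65.5% of the mis-regulated introns had a length, so that check is void. Differential expression of the host gene did not account for the mis-regulated introns, with a common odds ratio of 1.10 (95% interval 0.79 to 1.53) within 10 groups of the genes by exonic count. DNA of another strain around the *Tdrd6* locus was not borne out for exons and junctions, with an odds ratio of 0.96 within 20 Mb (95% interval 0.34 to 2.15).

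The overlap of 21 genes between the 2 approaches had an odds ratio of 1.74 over all genes. In the main setting the read depth of the gene may account for it, a prediction written before the test, since the common odds ratio within 10 groups of the genes by exonic count was 1.07 (95% interval 0.66 to 1.71). This did not hold in every setting. Computed later within the same groups, it was 1.89 (1.15 to 3.11) with the replicate block, 1.64 (0.98 to 2.74) without *Tdrd6*+/- replicate 2 and 3.06 (1.74 to 5.39) without *Tdrd6*-/- replicate 1, so that read depth is left open as an explanation.

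The excess of up-regulated junctions remained when junctions and genes were scaled separately, with a share of 0.934 up-regulated. This scaling did not remove a shift, since the median log2 fold change of the 54788 junctions tested was 0.03453 before it and 0.05218 after it. The check is therefore void, and the excess cannot be told apart from a difference in the junction share of counts between samples. Of the other technical explanations, RNA length profile and unspliced content were not tested for junctions, and no biological explanation is offered.

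None of 116 X-linked genes tested had a mis-regulated intron, where 7.3 correspond to the rate over all genes (Fisher's exact test, p = 0.000804, adjusted p = 0.0169 over 21 chromosomes). Drawing genes within 10 groups by intron count, where 4.6 X-linked genes are drawn on average, left none in a share of 0.00756 of draws, so the number of counts on the introns did not account for it alone. The pattern was noticed in the data before it was tested, and no biological explanation was tested. It remains a hypothesis that introns of X-linked genes may differ less between these samples.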
